A study of Mus musculus with 6 samples.

How the data were processed

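ATAC-seq libraries came from the frozen cortex of F1 mice, with 3 libraries for each of the reciprocal crosses BxC and CxB, per the labels. The deposited file is 1 table of whole-number counts per peak, which the authors gave as 12 columns, 1 for each sample and allele. Per the file headers it has the layout of featureCounts, with peak number, chromosome, start, end, strand and length. The sample descriptions name the first genome of each column pair as BL6 and the second as CAST. Per the submitters' processing notes the build was GRCm39 and the tools included Trim Galore, Bowtie2, Picard, MACS2, featureCounts and DESeq2. Their versions, roles and settings, how reads were assigned to an allele, whether insertion sites were shifted, and whether peaks were called per library or on pooled libraries are not given in the sources used here. A peak without a variant between the strains cannot receive allele-assigned counts. Counts depend on the density of such variants as well as on accessibility, and reads of either strain can map or be assigned with unequal efficiency.

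The table had 82023 peaks with a median length of 422 bp (197 to 5693). There were 80418 autosomal, 1444 X, 2 mitochondrial and 159 scaffold peaks. The scaffold peaks held 0 counts, and 2703 peaks had 0 counts in all columns. No Y peak was listed. Per sample, both alleles together, total counts were 4511246, 5804758 and 11789984 for BxC replicates 1, 2 and 3 and 5644983, 4714802 and 5095995 for CxB replicates 1, 2 and 3. The median tested peak had 307 counts over the 12 columns. The protocol text speaks of fewer cortices per cross than there are libraries, and the labels do not say which libraries came from separate animals. If the protocol holds for these libraries, some within each cross share an animal, and p-values and SDs measure in part technical spread. Pairs of libraries within a cross differed by more than counting noise (chi-square per degree of freedom from 1.78 to 5.41), which libraries from one cortex can do as well, so this does not settle it. Each library was counted as a separate sample, and n is a number of libraries.

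Tests used autosomal peaks with a sum of at least 60 counts over the 12 columns. Allele libraries were scaled by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest). The model had the sample as a block, the strain of the allele and the parent of the allele. The parent coefficient is maternal minus paternal, and the strain coefficient is BL6 minus CAST. The strain term takes up mapping bias and cis differences that are equal in both crosses. The cross comparison summed the alleles of each sample and tested CxB minus BxC, 3 against 3, without a block. P-values were adjusted by Benjamini-Hochberg and called at 0.05. Shares of counts are percentages of allele-assigned counts, given as mean ± SD over the 6 samples. The direction in each sample was read from counts scaled by library size. The common dispersion gave a biological coefficient of variation of 0.122 for the allele fit and 0.168 for the cross fit. That the first-named strain is the mother is usual mouse notation, not stated by the labels; the reverse reading would mirror the sign of every parent-of-origin value. Under the reading used, all 14 called leading peaks of windows with a maternal methylation imprint were paternal-higher, the direction known for such imprints, and the reverse reading would make all 14 maternal-higher.

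The gene table at hand is on an older build, GRCm38, without a genome, so no peak was matched to a gene, exon or promoter. The planned tests of cell type lists, gene families, CTCF motifs and CpG content were not run. In place of gene spans, 21 windows around imprinted domains were drawn to the nearest 100 kb from general knowledge of the build, 17 with a maternal and 4 with a paternal methylation imprint. They were written before any test but after the most abundant peaks had been looked at, and the Impact window holds one of these. A window name says only that the peak lies in that stretch. Window sets were tested with limma 3.58.1 (fry, and camera with preset and estimated correlation).

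The peaks named in the text follow a rule fixed before the data were examined, adapted to the lack of gene matches. For each window it takes the tested peak with the smallest parent-of-origin p. To these it adds the 15 largest absolute log2 fold changes per direction among called peaks with the same direction in all samples. For strain it takes the 10 largest per direction among called peaks with at least 200 counts and the same direction in all samples, without the planned restriction to promoters. For the cross it takes all called peaks. The peaks of the Peg13-Kcnk9 flank, the called peaks outside all windows and the X peaks were chosen after their values were seen.

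Alternatives were DESeq2 1.42.0 (Wald test), limma on the log2 ratio of the alleles with a pseudocount of 1, DESeq2 size factors, one library size for both alleles of a sample, no block or a replicate block, no filter, at least 200 counts, X peaks included, a threshold of 0.01, narrower and wider windows, and each sample left out. Each comparison was also tested on simulated data over 69758 peaks. All simulated peaks of a comparison shared the same dispersion and few were changed, so recovery in the real data can differ. The parent-of-origin fit recovered 20.6%, 75.4% and 100% of peaks changed 1.5-fold, 2-fold and 4-fold, the strain fit 35.3%, 78.9% and 100%, and the cross fit 2.9%, 47.4% and 98.6%. Small differences between the crosses were therefore mostly not detectable with these samples. Shares, permutations and figures were computed in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. X and mitochondrial peaks were described without a test.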

Results

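Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in the cortex of mice aged 8 weeks. The animals were F1 offspring of reciprocal crosses between C57BL/6 (BL6) and CAST, an inbred strain derived from wild mice. In each cross the strain named first was taken as the mother, so that BxC animals had a BL6 mother and CxB animals a CAST mother. There were 3 libraries per cross, each taken as a sample. For each library the table held the counts assigned to the BL6 allele and to the CAST allele over 82023 peaks, of which 69758 autosomal peaks had enough counts for the tests. The counts per sample, both alleles together, ranged from 4511246 to 11789984. BxC replicate 3 had the highest total, and the other 5 samples lay between 4511246 and 5804758. The BL6 share of autosomal counts was 51.2% ± 1.34 (SD, n = 6).

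The first comparison asked at which peaks the maternal and the paternal allele differ in accessibility, whichever strain they come from. The question follows from the study's title, which concerns the chromatin of imprinted domains, where a gene is expressed from the allele of one parent. Accessibility differed by parent of origin at 149 autosomal peaks, of which 110 were more open on the paternal allele and 39 on the maternal allele. Most of them lay in known imprinted regions: 126 of the 149 called peaks (84.6%) were inside the 21 windows drawn around imprinted domains, which held 393 of the tested peaks. Outside the windows 23 of 69365 tested peaks were called (Fisher's exact test, two-sided, odds ratio 1423, p = 3.907e-267). Peaks of one domain are not independent, so the number of domains counts as well, and 18 of the 21 windows had at least 1 called peak. The median log2 fold change, maternal minus paternal, was -2.56 over the paternal-higher peaks and 1.32 over the maternal-higher peaks. The direction was the same in all 6 samples at 115 of the 149 peaks. By edgeR's quasi-likelihood test 149 peaks passed an adjusted p of 0.05, and limma on the log ratios of the alleles called 77, with 65 paternal-higher and 12 maternal-higher.

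Paternal alleles were more open at the leading peak of most windows whose imprint is maternal DNA methylation. Of these 17 windows, 14 had a called leading peak, all 14 paternal-higher. The most one-sided was in the window of Peg3, which encodes a zinc finger protein expressed from the paternal allele. At chromosome 7, 6730435 to 6732222, the maternal share of counts was 2.01% ± 0.446 (SD, n = 6), with a log2 fold change of -5.67 (SE 0.09, adjusted p = 3.741e-67, edgeR). The leading peak of the Impact window, at chromosome 18, 13105886 to 13107690, had a maternal share of 3.52% ± 0.743 (SD, n = 6). In the Kcnq1ot1 window, named for a long non-coding RNA made from the paternal allele, the leading peak at chromosome 7, 142849839 to 142850873, had a maternal share of 8.92% ± 3.56 (SD, n = 6). The maternal share was 9.25% ± 4.83 at the leading peak of the Grb10 window (chromosome 11, 11975424) and 11.2% ± 1.43 at that of the Peg13-Kcnk9 window (chromosome 15, 72680912), each SD over n = 6 samples. The leading peaks of the Peg10-Sgce, Mcts2-H13, Gnas and Plagl1 windows had mean maternal shares of 11.4%, 11.9%, 15.8% and 16.3%. Those of the Zrsr1-Commd1, Nap1l5 and Inpp5f windows were less one-sided, at 23.5%, 26.9% and 33.3%. Of the 18 leading peaks called, 12 were called under every alternative and 17 with any sample left out.

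**Figure D1:**
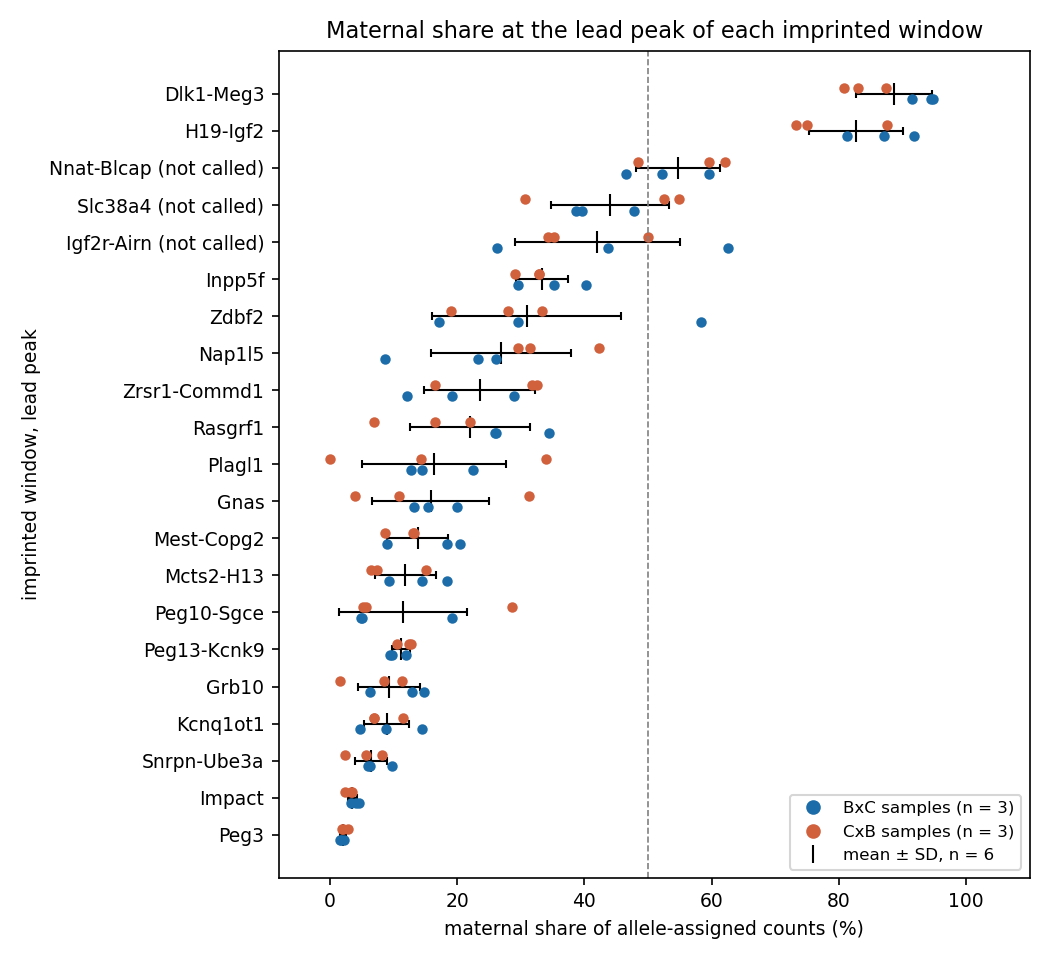
Maternal share of the allele-assigned counts, in percent, at the peak with the smallest parent-of-origin p in each of the 21 imprinted windows. Points are samples, coloured by cross, and black marks give the mean ± SD (n = 6); the Peg3 and Impact windows lie at 2.01% and 3.52%, the H19-Igf2 and Dlk1-Meg3 windows at 82.7% and 88.7%, and 3 windows have no called peak.

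The study's title names the Mest-Copg2 locus. Mest is expressed from the paternal allele, and its neighbour Copg2 encodes a subunit of the coat of transport vesicles. In this window 1 of 21 tested peaks was called. It lay at chromosome 6, 30736987 to 30738391, and the maternal share there was 13.8% ± 4.78 (SD, n = 6). Its log2 fold change was -2.77 (SE 0.12, adjusted p = 1.725e-32, edgeR), with the paternal allele higher in 6 of 6 samples. The other 20 tested peaks of the window did not pass, and the median log2 fold change over all 21 was 0.07.

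The Snrpn-Ube3a window on chromosome 7 held more parent-of-origin peaks than any other window. It covers the imprinted region whose human counterpart is affected in Prader-Willi and Angelman syndromes. Of its 95 tested peaks, 75 were called, and at all 75 the fitted direction was paternal-higher. They reached from position 58870195 to 62026943, a span of 3.16 Mb, with log2 fold changes from -5.79 to -1.01 and a median of -2.68. Not every sample went this way at each of them. At 59393209 and 59146446, for example, the maternal CAST allele was higher in CxB, with a mean maternal share of 77.6% at each. In BxC the mean maternal share there was 3.05% and 4.15%, so the paternal lead at these peaks rests on the strain term. The peak at -5.79, 61589715 to 61590117, had 0 maternal counts in BxC. Adjusted over the list alone, 89 of the 95 passed, all paternal-higher. The leading peak, at 59652638 to 59654930, had a maternal share of 6.39% ± 2.50 (SD, n = 6). Peaks further to the right were also strongly one-sided. The maternal share was 3.25% ± 2.83 at 60272187 to 60272673 and 7.18% ± 2.20 at 61486922 to 61487614, each SD over n = 6 samples. Of the 15 paternal-higher peaks with the largest fold changes and the same direction in all samples, 11 were in this window, 3 in the Peg3 window and 1 in the Impact window.

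**Figure D2:**
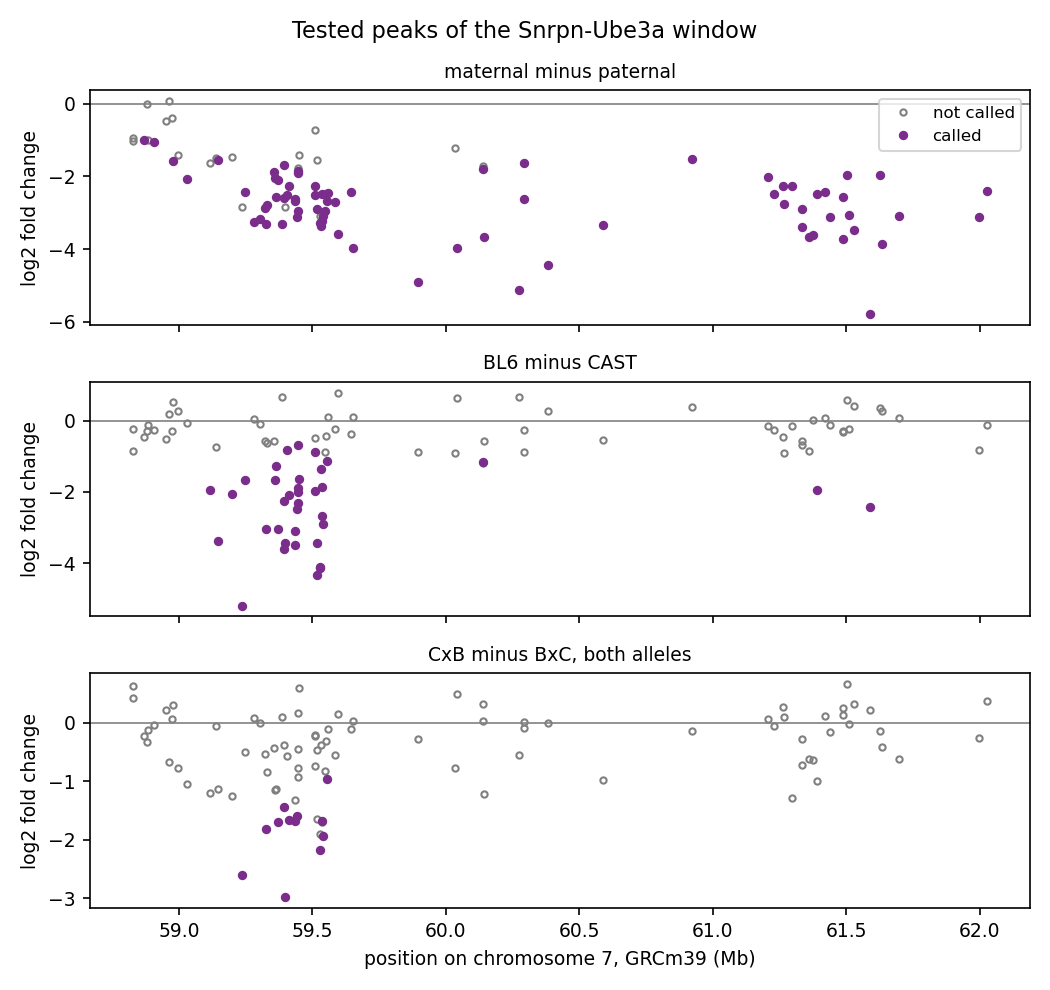
Log2 fold change of the tested peaks of the Snrpn-Ube3a window against their position in Mb, for maternal minus paternal allele (top), BL6 minus CAST allele (middle) and CxB minus BxC for both alleles summed (bottom), with called peaks filled. Paternal-higher peaks span 3.16 Mb, while the 12 peaks called in the cross comparison lie between 59235151 and 59555172.

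Maternal alleles were more open in the Dlk1-Meg3 window of chromosome 12, in which Meg3 is a long non-coding RNA made from the maternal allele. There 12 of 23 tested peaks were called, all 12 maternal-higher, between positions 109493122 and 109730894. The leading peak, at 109647538 to 109648190, had a maternal share of 88.7% ± 5.95 (SD, n = 6) and a log2 fold change of 3.13 (SE 0.17, adjusted p = 1.211e-26, edgeR). The largest fold change was at 109506493 to 109506949, with a maternal share of 93.0% ± 3.92 (SD, n = 6). In the H19-Igf2 window, 1 of 10 tested peaks was called, at chromosome 7, 142134008 to 142134491, with a maternal share of 82.7% ± 7.42 (SD, n = 6). The Peg13-Kcnk9 window of chromosome 15 held both directions. Beside its paternal-higher leading peak, 7 of its 20 tested peaks were maternal-higher, and 12 did not pass. Of the 7, 4 had adjusted p from 7.841e-08 to 0.0007686 (edgeR), and their calls are not followed here under the alternatives. The 3 with the largest fold changes, at 72419441, 72785764 and 72780653, were called with all samples (adjusted p = 0.01463, 0.04114 and 0.01232) but not without BxC replicate 1 (0.06083, 0.07539 and 0.1483) or CxB replicate 2 (0.09325, 0.1321 and 0.1812). Without BxC replicate 2 the first and second calls ended (0.2896 and 0.5035), as they did without CxB replicate 1 (0.2133 and 0.2943), and without CxB replicate 3 the second and the last (0.207 and 0.08615). With all samples, all 3 calls were lost by DESeq2 (0.5076, 0.8588 and 0.3019) and by limma (0.1996, 0.4135 and 0.8337). The second and the last were also lost without the block (0.1051 and 0.07545). A further 11 called peaks, all 11 maternal-higher, lay just beyond this window, between 72825827 and 73059277, with log2 fold changes from 0.41 to 1.21. Of these 11 calls, 4 held with any sample left out, 3 by DESeq2, 3 without the block and 0 by limma (adjusted p from 0.1617 to 0.9052). In the Kcnq1ot1 window 1 peak, at 142717865 to 142718252, was maternal-higher at 71.0% ± 13.6 (SD, n = 6). That call ended without BxC replicate 1 (adjusted p = 0.05667), BxC replicate 2 (0.248), CxB replicate 2 (0.05031) or CxB replicate 3 (0.547). With all samples it was also lost by DESeq2 (0.5112), by limma (0.341) and without the block (0.07088).

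**Figure D3:**
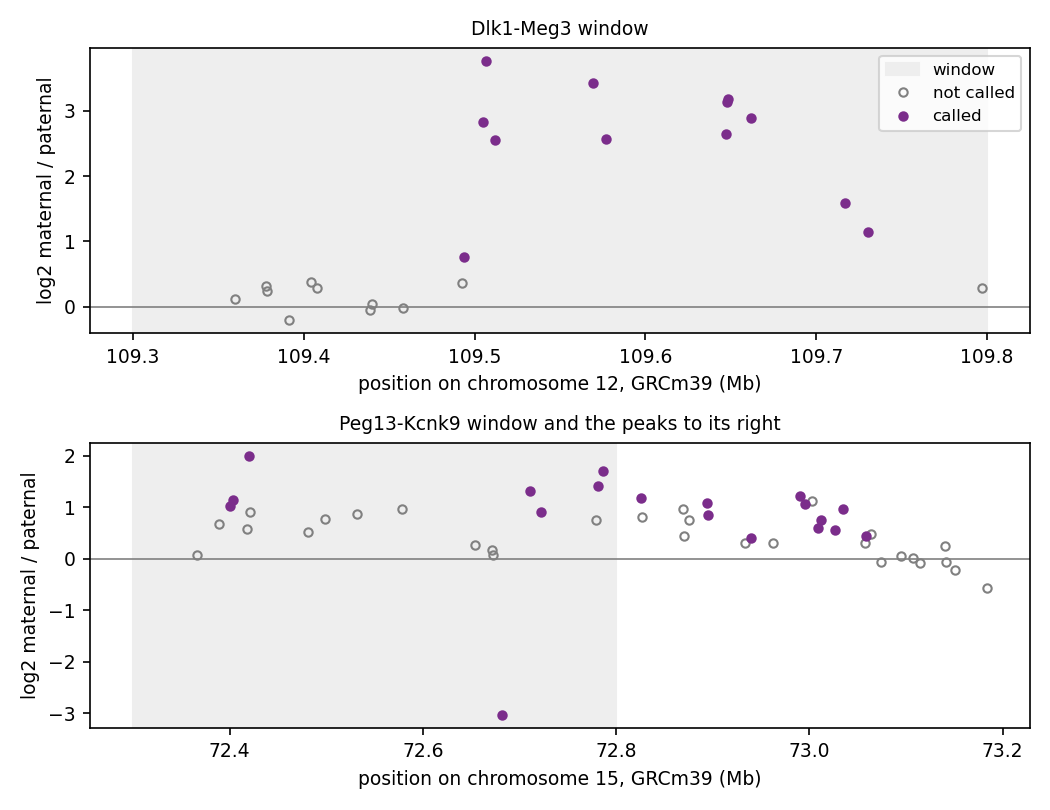
Log2 ratio of maternal to paternal accessibility of tested peaks against position in Mb in the Dlk1-Meg3 window and in the Peg13-Kcnk9 window with the peaks to its right, with the windows shaded and called peaks filled. The 12 called peaks of the Dlk1-Meg3 window are maternal-higher, and 1 called peak of the Peg13-Kcnk9 window, at -3.03, is paternal-higher.

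Leading peaks of windows whose imprint is paternal DNA methylation did not share one direction. As one set, their 63 tested peaks moved on balance toward the maternal allele by fry (adjusted p = 0.02135) but not against other peaks by camera (0.8436), while the 330 of the maternally methylated windows moved toward the paternal allele (fry 0.0005827; camera, adjusted p = 0.01375 with an estimated correlation). The 12 called peaks of the Dlk1-Meg3 window and the 1 called peak of the H19-Igf2 window were maternal-higher, while the 10 tested peaks of the H19-Igf2 window had a median log2 fold change of -0.17. In the Rasgrf1 window of chromosome 9, 7 of 21 tested peaks were called, all 7 paternal-higher, and the leading peak at 89767759 to 89768615 had a maternal share of 22.0% ± 9.42 (SD, n = 6). Rasgrf1 encodes an exchange factor for Ras proteins. In the Zdbf2 window the called peak, at chromosome 1, 63295128 to 63295655, had a maternal share of 30.9% ± 14.8 (SD, n = 6) and rested on 161 counts. That call (log2 fold change -1.44, adjusted p = 0.01454, edgeR) ended without BxC replicate 3 (adjusted p = 0.797), CxB replicate 1 (0.2572) or CxB replicate 2 (0.1222). With all samples the call was also lost by DESeq2, by limma (adjusted p = 0.7476) and without the block (0.08217). The Nnat-Blcap, Slc38a4 and Igf2r-Airn windows had no called peak among 8, 12 and 17 tested. Their leading peaks had maternal shares of 54.7% ± 6.57, 44.0% ± 9.27 and 42.0% ± 12.95 (SD, n = 6). These windows held 18, 13 and 22 peaks in all, so a difference at an untested peak is not excluded. Adjusted over the window list alone, the Igf2r-Airn leading peak passed as paternal-higher (adjusted p = 0.009598, edgeR).

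Tested as sets, the peaks of 8 windows moved on balance in one direction by limma's fry test. They were Peg3, Snrpn-Ube3a, Rasgrf1, Grb10, Impact and Zdbf2 toward the paternal allele, and Dlk1-Meg3 and Peg13-Kcnk9 toward the maternal allele. By the mixed form of that test, which asks for change in either direction, 18 windows passed. Against all other peaks, limma's camera test with a preset correlation called 10 windows. The calls of the Zdbf2, Peg10-Sgce and Kcnq1ot1 windows were lost with an estimated correlation (adjusted p = 0.05404, 0.123 and 0.08836), and those of the other 7 held. In the Peg13-Kcnk9 window the direction of the set was maternal (fry, adjusted p = 0.008841) while the leading peak was paternal-higher. The sets of the Kcnq1ot1, Nap1l5, Inpp5f and H19-Igf2 windows did not pass fry in either direction (adjusted p = 0.05776, 0.2722, 0.7917 and 0.6485). In the Gnas, Mest-Copg2 and Zrsr1-Commd1 windows the median log2 fold change was above 0 and the mean below it. Adjusted over the list alone, 163 of the 393 window peaks passed, 130 paternal-higher and 33 maternal-higher, against 126 when adjusted over all tested peaks.

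The second comparison asked where the BL6 and the CAST allele differ in the same nuclei, whichever parent gave them. The alleles differed at 9141 of 69758 peaks (13.1%), with BL6 higher at 4381 and CAST higher at 4760. Most differences were moderate: the median absolute log2 fold change of the called peaks was 0.79, and 6061 of them (66.3%) were under 1. The far tail was mostly CAST. The counts alone cannot tell a difference in opening there from one in copy number, mapping or assignment of reads. A fitted difference above 16-fold was found at 108 CAST-higher and 29 BL6-higher peaks. A peak at chromosome 17, 40153959 to 40159651, had 19837 CAST and 69 BL6 counts over the 6 samples, a BL6 share of 0.363% ± 0.160 (SD, n = 6). At chromosome 4, 88694842 to 88695293, there were 378 CAST counts and 0 BL6 counts, so that CAST was at least 126-fold higher in unscaled counts against a floor of 3 counts over the 6 samples. The peaks at chromosome 4, 156509381 and chromosome 16, 30981320 had 0 BL6 counts as well, with CAST at least 77.3-fold and 67-fold higher on that scale. Among called peaks with at least 200 counts and the same direction in all samples, the other peaks of the 10 most CAST-sided lay on chromosomes 3, 4, 6 and 8, and included chromosome 3, 62066459 to 62066923, with 1823 CAST and 9 BL6 counts. The most BL6-sided peak under the same limits, at chromosome 8, 55574302 to 55574674, had a BL6 share of 96.5% ± 1.82 (SD, n = 6) and a log2 fold change of 4.69 (SE 0.32, adjusted p = 6.397e-22, edgeR). At chromosome 13, 98277127 to 98277580, the BL6 share was 96.1% ± 4.40, and at chromosome 8, 19177494 to 19178040, it was 92.5% ± 2.37 (SD, n = 6).

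The split of the strain calls depended on the scaling, because each allele library had its own scaling factor. With one library size for both alleles of a sample, 9753 peaks passed, 6631 BL6-higher and 3122 CAST-higher, since that scaling moved the median log2 fold change of all peaks to 0.11 from 0.01. Differences above 16-fold then numbered 105 CAST-higher and 30 BL6-higher. Of the 9141 calls, 7503 were called in the same direction under both scalings. The count was 5505 without the sample as a block, 3997 by DESeq2 and 4240 by limma.

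The third comparison asked whether total accessibility differs between the reciprocal crosses, which carry the same autosomal genotype. It differed at 16 peaks, of which 12 had fewer counts in CxB and 4 had more. All 12 lay in one stretch of the Snrpn-Ube3a window, between 59235151 and 59555172 on chromosome 7. At 59540674 to 59542034 the normalized counts (CPM, scaled by library size) fell to 14.1 ± 0.595 in CxB from 54.5 ± 10.1 in BxC (SD, n = 3 each), a log2 fold change of -1.94 (SE 0.18, adjusted p = 3.228e-07, edgeR). The log2 fold changes of the 12 ranged from -2.98 to -0.97. Between the maternal alleles, CAST in CxB had more scaled counts than BL6 in BxC at all 12. The window as a set was lower in CxB by fry (adjusted p = 0.002198) and by camera with an estimated correlation (adjusted p = 0.009874), and no other window passed either test. Over the window list alone 22 peaks passed, 21 of them in this window.

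The 4 peaks higher in CxB were unlike the rest. At chromosome 13, 85274862 to 85275544, CPM values were 1453 ± 346.3 in CxB and 7.35 ± 1.87 in BxC (SD, n = 3 each), a log2 fold change of 7.69 (SE 0.21, adjusted p = 7.676e-20, edgeR). At chromosome 5, 60200180 to 60200376, they were 56.2 ± 16.1 against 0.650 ± 0.975, and at chromosome 10, 95913266 to 95913683, 29.6 ± 6.10 against 0.991 ± 0.295. Nearly all counts of these 3 peaks in CxB came from the CAST allele, and the 3 are also among the called parent-of-origin peaks outside the windows. The peak at chromosome 16, 3168441 to 3168754, had 16.02 ± 0.860 CPM in CxB and 5.07 ± 0.807 in BxC. The count of 16 was 31 without BxC replicate 3 (9 higher and 22 lower in CxB), 9 without CxB replicate 1 (4 and 5) and 8 without CxB replicate 2 (4 and 4). It was 19 without BxC replicate 1 (10 and 9) and 11 without CxB replicate 3 (4 and 7). Each of the 5 peaks named here with its CPM was called with any sample left out.

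X-linked peaks were kept out of the tests because the labels do not give the sex of the animals. Both X alleles were present in all 6, and the CAST allele gave more counts in each. The BL6 share of X counts was 44.0%, 42.4% and 38.4% in BxC replicates 1, 2 and 3 and 42.8%, 40.6% and 43.2% in CxB replicates 1, 2 and 3. The Clopper-Pearson 95% interval of the lowest, BxC replicate 3, was 38.1% to 38.7%, and that of the highest, BxC replicate 1, was 43.5% to 44.5%. These intervals cover counting error only. Of 877 X peaks with at least 60 counts, 754 (86.0%) had more CAST than BL6 counts. The median BL6 share of the peaks, averaged over the samples, was 52.7% ± 3.31 in the Firre window and 54.02% ± 4.08 in the Dxz4 window, both named for long repeats with open sites on the inactive X. It was 51.6% ± 3.43 in the Xist window and 41.1% ± 2.68 over all other X peaks (SD, n = 6). Peaks of the Firre and Dxz4 windows went both ways, and 17 of the 31 had more BL6 than CAST counts. At X, 74792924 to 74793527, in the Dxz4 window, it was 70.04% ± 3.17, and at X, 49711743 to 49712238, in the Firre window, 69.2% ± 5.63, while at X, 74801540, in the Dxz4 window, it was 20.99% ± 3.80 and at X, 74797817 it was 32.9% ± 2.36 (SD, n = 6).

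**Figure D4:**
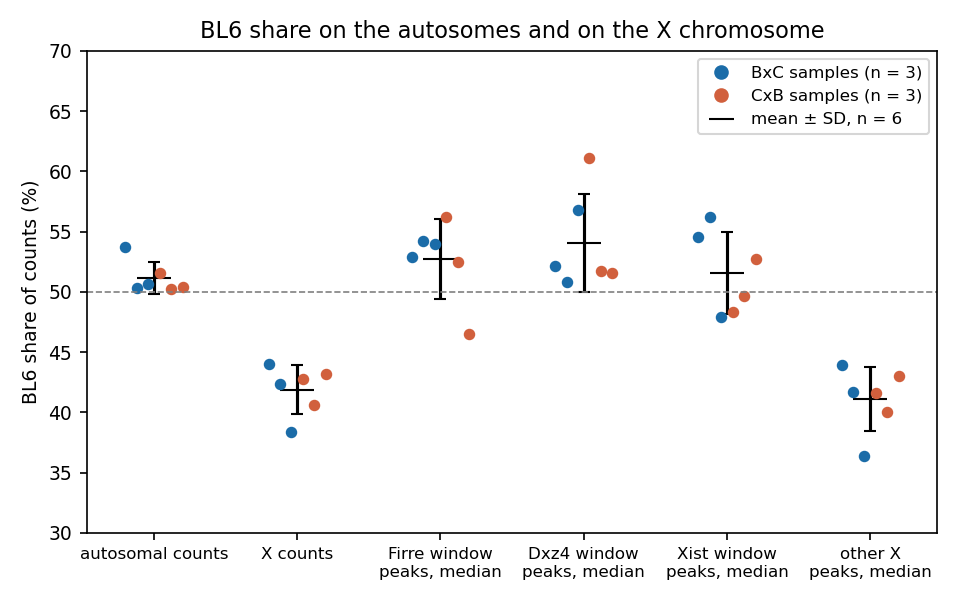
BL6 share, in percent, of autosomal counts and of X counts, and the median BL6 share of the peaks of 3 X windows and of all other X peaks. Points are samples, coloured by cross, and black marks the mean ± SD (n = 6); X counts average 41.9% and autosomal counts 51.2%.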

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

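Of the tests in this part, those of the CAST-only peaks, of the Snrpn-Ube3a window and of the X were chosen after the result was seen, except the one at the Xist window, which was written before. A gap test over the 6 samples was applied to 24 quantities, and chance flags about 1 in 20. It singled out BxC replicate 3, with 11.8 M counts, and BxC replicate 1, whose BL6 share of autosomal counts was 53.7% against 50.3% to 51.5% in the other samples.

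Outside the imprinted windows and the Peg13-Kcnk9 flank, the strain difference itself differed between the crosses at 12 peaks, which is the parent-of-origin term of the model (edgeR, adjusted p from 2.396e-19 to 0.04815). With 149 calls at a threshold of 0.05, about 7.45 false calls are expected in all. The log2 fold changes, maternal minus paternal, were 1.42 at chromosome 11, 44507716, -0.44 at chromosome 13, 112599962, 0.79 at chromosome 2, 4172315, -1.59 at chromosome 2, 168822742, and -0.92 at chromosome 3, 36264137. They were -2.62 at chromosome 4, 88711989, -1.12 at chromosome 5, 28919945, 0.78 at chromosome 6, 90680887, and 1.06 at chromosome 7, 39304598. Of these 9 peaks, those at chromosome 13, 112599962 and chromosome 2, 4172315 had the same parental direction in 6 of 6 samples. At chromosome 4, 88711989, where the maternal BL6 allele had 0 counts in BxC, the value depended on the model and was -0.62 without the block and -1.22 by limma. By limma all 9 calls were lost, and by DESeq2 and without the block 8 of the 9 each. The call at chromosome 7, 39304598 held with any sample left out and by DESeq2, but not without the block (adjusted p = 0.0504) or by limma (0.07561). That at chromosome 2, 168822742 was lost without CxB replicate 3 (adjusted p = 0.08098), and that at chromosome 5, 28919945 without BxC replicate 3 (0.08328) or CxB replicate 1 (0.1472). The other 6 calls were lost with any of 4 samples left out (chromosome 13) or any of 5 (the rest).

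The other 3 of the 12 peaks were open almost only on the CAST allele of animals with a CAST mother, with parent-of-origin log2 fold changes of 4.02 at chromosome 13, 85274862, 5.89 at chromosome 5, 60200180, and 2.58 at chromosome 10, 95913266. In CxB they held 22604, 877 and 443 CAST counts, and in BxC 130, 4 and 9; the fold changes depended on the model (7.52, 7.97 and 3.97 without the block, 4.02, 4.18 and 2.44 by limma), and the chromosome 5 call was lost without BxC replicate 1 (4.35, adjusted p = 1.0). The tables argue against accessibility of the maternal allele of the nuclear locus in both strains: the maternal BL6 allele was 2-fold above the paternal CAST allele in BxC at 0 of the 3 peaks, and at the chromosome 13 peak its share was 9.72% (Clopper-Pearson 95% interval 5.42% to 15.8%), while the intervals of the other peaks are wide. A candidate explanation is that reads from CAST mitochondrial DNA were placed on nuclear copies of it, in which case the peaks should keep one ratio. The highest fold between samples in a pairwise ratio was 1.25, but 64.3% of 10000 random triples of ordinary peaks of like depth also stayed under 1.5, so this cannot be told apart from a difference between the CAST parents of the crosses or from a site open on a maternal CAST allele alone.

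Fewer counts from CxB than from BxC in one stretch of the Snrpn-Ube3a window went with a strain difference on the maternal alleles too: CAST in CxB was above BL6 in BxC at 12 of the 12 peaks, although they were called for fewer counts in CxB. Preferential mapping of BL6 reads would give CxB, with its BL6 father, more counts. Peaks called for fewer counts in CxB therefore cannot test it. The strain difference was not on the paternal allele alone: the median log2 ratio of CAST to BL6 over these peaks was 2.94 on the maternal allele (bootstrap 95% interval 2.15 to 3.496) and 2.85 on the paternal allele. The bootstrap resampled neighbouring peaks, with counts pooled over the libraries of a cross, so its intervals leave out the spread between libraries. Some maternal BL6 counts were 0, and the ratios there rest on a pseudocount of 0.5. Over all 39 tested peaks of the stretch, the paternal minus the maternal ratio had a median of -0.0898 (interval -0.46 to 0.12), consistent with a strain difference in copy number or mapping that is equal on both alleles, but single peaks ran from -3.85 to 1.47, so equality at each peak is not shown. As the paternal allele is the open one, such a difference would give BxC, with its CAST father, more counts. A cis difference in opening that scales both alleles alike predicts the same ratios and stays open.

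More counts from the CAST than from the BL6 X chromosome gave a mean CAST share of X counts of 58.1% in peaks outside the tests. Preferential assignment of CAST reads is argued against by the autosomes, as the BL6 share of X counts was lower by 7.25 percentage points or more in every sample (the smallest difference was -7.25), and a parent-of-origin preference by a BL6 share under 50% in 6 of 6 samples of both crosses. That more cells have the CAST than the BL6 X active is a hypothesis, as CAST carries an X-controlling element known to favour its own X. The Firre and Dxz4 windows had a median BL6 share above that of other X peaks by at least 5.06 percentage points, just over the limit of 5, with a mean of 11.96 ± 5.12 (SD, n = 6), but 14 of their 31 peaks did not lean to BL6. The test written beforehand did not settle it: at the strongest Xist peak, X, 102598790 to 102599948, BL6 counts were higher in 4 of 6 samples, equal in BxC replicate 3 and lower in CxB replicate 2, with a mean BL6 share of 54.2% ± 4.01 that was above the share of all X counts in each of the 6, so the lean to BL6 in all 6 that was predicted was not met and the hypothesis stays open.

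The mitochondrial peaks, also outside the tests, held 36 counts over all libraries, 28 CAST and 8 BL6. BxC replicates 1, 2 and 3 had 5, 2 and 4 CAST counts against 1, 0 and 5 BL6 counts. CxB replicates 1, 2 and 3 had 11, 3 and 3 against 0, 1 and 1. CAST thus led in BxC replicates 1 and 2 too, where the reading used gives a BL6 mother. The counts are too few to decide on the mother or on the mitochondrial explanation above.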

How the results depend on the processing

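No test in this part was chosen after the result was seen, but some of the named peaks were. These are the peaks of the Peg13-Kcnk9 flank and the called peaks outside all windows, and the parent-of-origin values below include them. Over the named peaks, 0 changed direction under any alternative run. Of 1023 parent-of-origin values under an alternative, 861 kept their side of the threshold and 162 lost it; of 190 cross values, 158 and 32; all 280 strain values kept theirs. Parent-of-origin counts: maternal-higher peaks numbered 24 without the sample as a block and 21 by DESeq2. limma called 77 peaks, 12 maternal-higher and 65 paternal-higher, all 77 among the 149. Strain counts: 5845 (2748 BL6-higher, 3097 CAST-higher) at a threshold of 0.01, which is stricter by construction. They were 5505 (2663 and 2842) without the sample as a block, 3997 (1806 and 2191) by DESeq2 and 4240 (2148 and 2092) by limma. One library size per sample gave 6631 BL6-higher and 3122 CAST-higher. Cross counts with a sample left out ranged from 8 to 31, with 4 to 10 CxB-higher and 4 to 22 BxC-higher. With the replicate block 22 peaks were called, including all 16. The numbers do not pair the samples: same-numbered samples correlated at -0.07, 0.10 and -0.03, and not every sample correlated best with its own number. The share of calls inside the imprinted windows was 73.8% with windows narrowed by 100 kb on each side and 91.9% with windows widened by 400 kb. Apart from the scalings and narrower or wider windows, the cause was not tested. Wider promoters and a CTCF motif with a mismatch were not run. On simulated data 2-fold changes were recovered least by the cross fit (47.4%, parent of origin 75.4%, strain 78.9%); depth was not varied. The strongest parent-of-origin value in the Snrpn-Ube3a window, -5.79, was smaller in size by limma and without the block.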

Other observations

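In this part the count along the Peg13-Kcnk9 flank, the permutation test of neighbouring peaks and the ranking of X peaks were chosen after the result was seen. Over the 19 tested peaks between the window's end and position 73059277 of chromosome 15, 19 had a fitted value above 0 and 11 were called. Of the 11, limma called 0 and DESeq2 3. The stretch was chosen after its values were seen, and neighbouring peaks are not independent. The 15 maternal-higher peaks with the largest fold changes and the same direction in all samples were 10 from the Dlk1-Meg3 window, 3 from the Peg13-Kcnk9 window, and 1 each from the H19-Igf2 and Kcnq1ot1 windows.

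Strain differences ran together along chromosomes. Of 4357 pairs of neighbouring strain peaks less than 100 kb apart, 60.3% had the same direction, against 50.1% on average when directions were permuted 10000 times (permutation test, one-sided, p = 0.0001, the smallest these permutations can give). The share of tested peaks called for strain ranged from 11.5% to 16.4% over the 19 autosomes. In the Snrpn-Ube3a window 36 peaks were called for strain, all 36 CAST-higher, and 30 of them lay in the stretch spanned by the peaks called between crosses. As a set the Snrpn-Ube3a window moved on balance toward CAST by fry (adjusted p = 0.03356), and camera's call of this window was lost with an estimated correlation (adjusted p = 0.5676). The Inpp5f window also moved toward CAST by fry (0.03356) but was not called by camera (adjusted p = 0.3281). Of the 149 parent-of-origin peaks, 46 were called for strain too.

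Among 443 X peaks with at least 200 counts, 8 of the 10 with the highest BL6 share lay in the Firre and Dxz4 windows. The other 2 were at X, 92846758 to 92847528, with 70.8% ± 2.77, and at X, 36927343 to 36928023, with 66.6% ± 9.92 (SD, n = 6).

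Other groupings of the samples were fitted as a planned check. For parent of origin, 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many as 149 peaks, and the highest other split gave 0. For the cross, 1 of 10 gave as many as 16, and the highest other gave 3. With 10 splits no share under 0.05 can be reached. For strain, 1 of 32 exchanges of the allele labels within samples gave as many as 9141 peaks, so chance labels can be excluded; the highest other gave 149, from the exchange in all CxB samples, which is the parent-of-origin comparison, and the next gave 19.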
